# ADAR2 induces reproducible changes in sequence and abundance of mature microRNAs in the mouse brain

**DOI:** 10.1093/nar/gku844

**Published:** 2014-09-26

**Authors:** Cornelia Vesely, Stefanie Tauber, Fritz J. Sedlazeck, Mansoureh Tajaddod, Arndt von Haeseler, Michael F. Jantsch

## Abstract

Adenosine deaminases that act on RNA (ADARs) deaminate adenosines to inosines in double-stranded RNAs including miRNA precursors. A to I editing is widespread and required for normal life. By comparing deep sequencing data of brain miRNAs from wild-type and ADAR2 deficient mouse strains, we detect editing sites and altered miRNA processing at high sensitivity. We detect 48 novel editing events in miRNAs. Some editing events reach frequencies of up to 80%. About half of all editing events depend on ADAR2 while some miRNAs are preferentially edited by ADAR1. Sixty-four percent of all editing events are located within the seed region of mature miRNAs. For the highly edited miR-3099, we experimentally prove retargeting of the edited miRNA to novel 3′ UTRs. We show further that an abundant editing event in miR-497 promotes processing by Drosha of the corresponding pri-miRNA. We also detect reproducible changes in the abundance of specific miRNAs in ADAR2-deficient mice that occur independent of adjacent A to I editing events. This indicates that ADAR2 binding but not editing of miRNA precursors may influence their processing. Correlating with changes in miRNA abundance we find misregulation of putative targets of these miRNAs in the presence or absence of ADAR2.

## INTRODUCTION

Post-transcriptional A to I editing of RNAs is catalyzed by adenosine deaminases that act on RNAs (ADARs). They convert adenosines into inosines in double-stranded RNA structures by hydrolytic deamination. Mammals have three isoforms of ADARs designated as ADAR1 (also known as ADAR), ADAR2 (also known as ADARB1) and ADAR3 (also known as ADARB2). ADAR3, which is predominantly expressed in the brain, is considered to be enzymatically inactive as it has no known editing substrates (1). Besides the catalytic deaminase domain, ADARs have two to three double-stranded RNA binding domains (dsRBDs) by which they bind double-stranded or structured RNAs. dsRBDs show little sequence preference but can specifically position themselves on certain structures such as terminal loops (2,3). Consequently, ADARs can do both, promiscuously edit some perfect double-stranded substrates like inverted repeats and function site specifically, as found in some coding RNA targets (1). As inosine is interpreted as guanosine (G) by most cellular machineries, editing can lead to mRNA recoding (4). Moreover, editing can also alter the stability of the edited RNA or change its secondary structure. In mammals, ADAR1 and ADAR2 are essential proteins. *Adar2^−/−^* knockout mice die 20 days after birth with strong epileptic seizures. This phenotype can be rescued by expression of a pre-edited version of glutamate receptor subunit B (GRIA2, also known as GluA2) suggesting that *Gria2* is the most relevant target of ADAR2 (5,6). ADAR1 deficient mice, in contrast, die embryonically, show a high interferon signature, increased apoptosis and hematopoietic defects (7–9). The exact molecular basis of the ADAR1-dependent lethality is still enigmatic.

Recent screenings of RNA-Seq data have led to the discovery of a large number of editing events (10–14). While some of these editing events affect coding regions of mRNAs, the majority are found in non-coding regions of mRNAs and in non-coding RNAs (10,13,15). Moreover, microRNA (miRNA) precursors are a prominent target for editing by ADARs as their stable stem-loop like structures provide good binding sites for dsRBDs (16–18).

Primary (pri)-miRNAs are typically transcribed by polymerase II and processed in a two-step process. First, the Drosha-DGCR8 microprocessor cleaves pri-miRNAs in the cell nucleus resulting in the production of 60–70-nucleotide-long precursor (pre)-miRNAs. After nuclear export by Exportin-5, the pre-miRNAs are further processed by Dicer-1 to give rise to 20–23-nucleotide-long mature miRNAs. Mature miRNAs are finally incorporated into the RNA-induced silencing complex (RISC), mediating a block in translation or degradation of base complementary mRNAs (19,20). mRNA target recognition mainly occurs via base pairing with the so-called ‘seed sequence’ located between nucleotides 2 and 8 of the mature miRNA (21–23).

Previous work has shown that editing of pri-miRNAs can interfere with their processing by either Drosha or Dicer-1. Moreover, the presence of multiple inosines can also lead to the degradation of miRNA precursors by Tudor-SN (24–26). Editing in the seed sequence of miR-376 can also inhibit their targeting or lead to their retargeting to novel substrates (1,16,27). Interestingly, miRNA processing can be affected by ADARs independent of their A to I editing activity (28). This notion is in agreement with the finding that in the mouse many miRNAs are deregulated in the absence of ADARs even if they appear not edited (29). Similarly, a strong effect of ADARs on miRNA abundance despite low editing levels was observed in *Caenorhabditis elegans*, showing that an editing-independent effect of ADARs on miRNA abundance is conserved from nematodes to mammals (30). These indirect effects of ADARs on miRNA expression may be caused by binding of the double-stranded structures in miRNA precursors. Moreover, ADAR1 was also found to stimulate DICER activity, thereby providing another mechanism that may affect miRNA levels (31).

Previously, we found that the abundance of many miRNAs changes, independent of their editing status in ADAR knockout mouse embryos. Here, ADARB1 (ADAR2) had the strongest effect on miRNA abundance (29). However, in early embryos editing activity on miRNAs and other substrates is generally low but increases during development (18). In the present study, we therefore wanted to determine the impact of ADAR2 on the abundance and sequence of mature miRNAs at a later developmental stage. For this purpose, we applied next-generation sequencing to adult brain of wild-type and *AdarB1^−/−^* mice both carrying the pre-edited *Gria^R/R^* allele that rescues *AdarB1*^−/−^ lethality. Comparison of the miRNA profile of sibling mice of both genotypes allowed us to detect both changes in mature miRNA abundance and A to I editing in mature miRNAs at high sensitivity.

## MATERIALS AND METHODS

### Mice

The *Adar2^−/−^* knockout mouse was a kind gift of Peter Seeburg (5). These transgenic mice are in an SV129 background. As ADAR2 deficiency leads to early postnatal lethality, the mice were rescued with a pre-edited Gria2 receptor (*Gria2^R/R^*) (6). Mice were bred in our facility animal house. *Gria2^R/R^; AdarB1^+/−^* were intercrossed. The resulting sibling female offspring of genotype *Gria2^R/R^; AdarB^−/−^* and *Gria2^R/R^; AdarB1^+/+^* was euthanized at the age of 5.5 months. Whole brain was dissected and subsequently used for RNA preparation from three biological replicates (5,8).

### RNA extraction and miRNA cloning

Female mouse whole brain was dissected at the age of 5.5 month, homogenized and total RNA was extracted using TriFast reagent according to manufacturer's instructions (PEQLAB Biotechnologie GmbH, Erlangen, Germany). miRNA library preparation was performed as previously described (29).

### Sequencing and clipping of reads

Completed libraries were quantified with the Agilent Bioanalyzer dsDNA 1000 assay kit and Agilent QPCR NGS library quantification kit. Cluster generation and sequencing was carried out using the Illumina Genome Analyzer IIx system according to the manufacturer's guidelines. Illumina sequencing was performed at the CSF NGS Unit (csf.ac.at). After sequencing at a read length of 36 base pairs, adaptor sequences were removed using Cutadapt (32).

### Mapping to mature miRNA sequences

Mapping of clipped reads to mature miRNA sequences was performed as described (see Manuscript: Adenosine deaminases that act on RNA induce reproducible changes in abundance and sequence of embryonic miRNAs (29)). Mapping was performed using NextGenMap, restricting the mapped reads to have at least 90% identity (# differences/alignment length) (33).

### Identification of significant editing events

Identification of significant editing events was performed as described (29). Briefly, a χ^2^ test was used to identify putative editing events. Because A-to-G editing events are of interest, the test was applied for each A in the mature miRNA sequences taken from miRBase. The number of expected A's was estimated by the overall perfect match rate over all alignments. The number of expected G's was estimated by the number of observed substitutions (besides A to G) over all alignments. The multiple tests problem was addressed by using Benjamini and Hochberg's method ‘fdr’ (34). Events that were significant in at least two out of three replicates were considered as relevant and used for further analysis.

Identification of T-to-C editing events was done analogously. Here, however, the overall mismatch rate was approximated by the sequencing error rate (0.001). To determine significance levels for editing events, the reads for each miRNA were normalized to the total read counts per sequencing lane, prior to performing statistical analysis.

### Cell culture

U2OS and Hek293 cell lines were grown in Dulbecco's modified Eagle's medium (DMEM) (Lonza) with 10% fetal bovine serum (FBS), 100-U/ml penicillin and 0.1-mg/ml streptomycin. Cells were cultured at 37°C in a 5% CO_2_ incubator with humidified air. Mouse embryonic fibroblasts (MEFs) were isolated from ADAR1^−/−^, ADAR2^−/−^ embryos at day e11.5 and cultured in DMEM supplemented with 20% FBS. A cell line was established by knocking down p53 using plasmid-delivered shRNA (35).

### Reverse trascriptase-quantitative polymerase chain reaction (RT-qPCR)

For the quantification of *Npas4*, total RNA prepared for RNASeq was DNase I digested (Fermentas 1 U/μl, 10 U) and reverse transcribed using M-MLV Reverse Transcriptase (Thermo Scientific) and random hexamers in a total volume of 20 μl. Real-time polymerase chain reaction (PCR) was performed on a Bio-Rad iQ5 mastercycler, using GoTaq SYBR Green qPCR master mix (Promega) and the following primers: *Npas4:* sense 5′-TAAGGGAGGGGAGCAACTTT-3′, antisense 5′-GCCCCTAGGAGTGGAGAACT-3′, *β-actin:* sense 5′-CTTTGCAGCTCCTTCGTTGC-3′, antisense 5′ACGATGGAGGGGAATACAGC 3′; and the PCR program: 40 cycles of 95°C/15 s, 57.5°C/30 s, 72°C/1 min, preceded by denaturation at 95°C/3 min. The relative difference in expression of *Npas4* was calculated by the ΔΔ*C_t_* method using *β-actin* as a reference gene.

### Microarray analysis

Total RNA of two wild-type and two *Adar2^−/−^* was isolated as described and sent for microarray analysis to KFB Regensburg. Samples were prepared using Ambion^®^ WT Expression Kit and analyzed on an Affymetrix GeneChip (Mus musculus).

### Constructs

*Pri-miRNA constructs*: Roughly 120-nucleotide-long sequences of mmu-pri-mir-3099 and -497 were PCR amplified from total mouse DNA and cloned into pSUPERIOR.neo+gfp using the following primers: mir-3099: 5′-GATCAGATCTGAAACCTCAAGCCTGCTGAA-3′ and 5′-GATCAAGCTTAATCCTGCATTCGATGCTCT-3; mir-497: 5′-GATCAGATCTCTCTCGACCCACCCCAGT-3′ and 5′-GATCAAGCTTCATCGGTGCCTCCCATAC-3′. The change from A to G at editing site in mmu-miR-497*, position 20 was accomplished by PCR site-directed mutagenesis. *Targets of miR-3099*: The regions of the 3′ untranslated regions (UTRs) of Vcan and Nap1l1 containing the miRNA binding sites were PCR amplified from total mouse DNA and cloned into the pmirGLO Dual-Luciferase miRNA Target Expression Vector (Promega) using the following primers: Nap1l1: 5′-GATCGAGCTCGATCAGAACCCAGCCGAGT-3′ and 5′-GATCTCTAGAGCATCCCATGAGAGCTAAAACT-3′; Vcan: 5′-GATCGAGCTCGCGCTGATCCTTAAAATGGC-3′ and 5′-GATCTCTAGAATTTACATGGCCATCGGTGC3′.

### Dual luciferase assay

To determine luciferase reporter expression, cells were co-transfected in 24-well plates using JetPEI reagent (Polyplus, Illkirch, France) following the manufacturers instruction. After 6 h of transfection, cells were washed and incubated for 24 h prior to lysis and luciferase measurements using the dual luciferase (renilla versus firefly) assay kit from Promega (Madison, WI, USA). Readings for renilla luciferase were normalized to firefly luciferase (expressed from the same vector (pmiRGlo). Experiments were done in at least three biological replicates always measuring three technical replicates.

### Northern blot

Hek293 cells were transfected using JetPEI reagent (Polyplus, Illkirch, France) following the manufacturer's instruction. After 6 h of transfection, cells were washed and incubated for 24 h prior to RNA extraction using Trifast (peqGOLD *TriFast*, PEQLAB). For northern blot analysis, 10 μg of total RNA were loaded on a 10% PAA gel (8M urea 1x TBE) and separated (for detailed northern blot protocol see (36)). For detection of pri- and pre-miR-497, the following probe: 5′-TTTGGACGTGGCCACAGTGCCG-3′ (complementary to the loop region of the miRNA) was end-labeled using PNK (Thermo Scientific) and γ-ATP[32] according to manufacturer's protocol and hybridized over night at 37°C.

## RESULTS

### ADAR2 reproducibly affects abundance of mature miRNAs in the brain

To determine A to I editing but also changes in relative abundance induced by ADAR2, we isolated small RNAs (19–25 nucleotides) from adult *Gria2*^R/R^ and *Adar2^−/−^*, *Gria2*^R/R^ female mouse brains and subjected them to deep sequencing (The *Adar2^−/−^*, Gria2^R/R^ mouse strain was a kind gift of the lab of Peter Seeburg, MPI, Heidelberg (6,8)). We chose to use whole adult brain for our analysis, as editing levels are known to be very high in the nervous system (27). Different genotypes were picked from siblings from heterozygous crosses. For each genotype and biological replicate one lane on an Illumina Genome Analyzer II was used. On average, 29 million reads were obtained per lane. Of these about 71% were mappable to annotated mature miRNA sequences (release 16 of miRBase (37), see the Materials and Methods section). Reads were mapped with NextGenMap (33) using a 90% identity threshold (roughly two mismatches per read) to detect potential editing events. Three independent biological replicates of each genotype were examined for all analyses. 

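Small RNA from whole brains of female siblings aged 5.5 months was sequenced from 3 wild-type and 3 Adar2−/− mice, both homozygous for the pre-edited Gria2 allele, with a separate library for each brain. The authors removed adaptors with Cutadapt, mapped the reads with NextGenMap to the mature miRNAs of miRBase, discarded hits to the reverse strand and gave weights to reads with several equally good hits. They deposited the resulting number of reads on each of 1055 mature miRNAs as whole numbers without normalization. The total of mapped miRNA reads was 12449633, 22779406 and 23471819 in wild-type replicates 1 to 3 (median 22779406) and 18645810, 23585294 and 23935544 in Adar2−/− replicates 1 to 3 (median 23585294). These totals are the depth used for every value here, whereas the paper's average per lane counts reads before mapping. Abundance was expressed as reads per 1000000 mapped miRNA reads of the same library (RPM). Differences between genotypes were tested with edgeR's quasi-likelihood method on the counts, with these totals as library sizes and no further scaling, for the 399 miRNAs with at least 100 reads in every library. Adjusted p-values are Benjamini-Hochberg values with a threshold of 0.05, and positive log2 fold changes are higher in Adar2−/− brains. Single values were compared by a two-sided exact permutation test, for which 0.1 is the smallest p that 3 libraries against 3 allow. According to the paper each library had its own lane, so an effect of the lane cannot be told apart from a difference between brains. The column names of the deposited tables carry 7 and 8 in replicate 1, and 1 for wild type and 2 for Adar2−/− in replicates 2 and 3. If these are lane numbers, which the paper's text does not say, they follow genotype in replicates 2 and 3. Whether the genotype labels are right could not be checked from these counts, since Adar2 mRNA was not analysed here.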

After mapping, reads were normalized to total mapped miRNA reads per sample. 

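At least 10 reads covered 642, 680 and 699 miRNAs in wild-type replicates 1 to 3 and 665, 702 and 722 in Adar2−/− replicates 1 to 3, a mean of 685 ± 28.7 (SD, n = 6 libraries). All 3 wild-type libraries reached this coverage for 620 miRNAs and all 3 Adar2−/− libraries for 640, a mean of 630 over both genotypes. In all 6 libraries together, 608 miRNAs reached it. With the minimum set to 10 reads per 10000000 mapped miRNA reads, the mean over both genotypes was 571.5.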

Of the 1055 mature miRNAs annotated in miRBase (Release 16) on average 605 miRNAs were covered by at least 10 reads in all three biological replicates, allowing a maximum of two mismatches.

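Over all libraries miR-378 (mmu-miR-378a in the paper), miR-9, miR-127, miR-182 and miR-183 had the most reads. Together they took 50.1%, 50.5% and 45.2% of the mapped miRNA reads in wild-type replicates 1 to 3, a mean of 48.6% ± 2.97 (SD, n = 3). In Adar2−/− replicates 1 to 3 they took 56.6%, 43.5% and 36.8%, a mean of 45.6% ± 10.0 (SD, n = 3). The mean over the 6 libraries was 47.1%, and the genotypes did not differ by more than the spread between replicates (two-sided exact permutation test, p = 0.6). The 95% Wilson interval of each share was at most 0.0278 percentage points to either side, which covers counting error only. Leaving out Adar2−/− replicate 3 moved the mean share most, to 49.2%.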

Interestingly, only a very small set of five miRNAs accounted for 48% of the mappable reads (Supplementary Figure S1A). This group of miRNAs consisted of the same members in all replicates and in both genotypes with mmu-miR-378a being most abundant. 

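Ranked within each library, the same 5 miRNAs were the most abundant in wild-type replicates 2 and 3 and in Adar2−/− replicate 1. In wild-type replicate 1, miR-126-3p stood in place of miR-127. In Adar2−/− replicate 2, miR-26a stood in place of miR-182, and in Adar2−/− replicate 3, miR-26a and miR-29a stood in place of miR-182 and miR-183. In Adar2−/− replicate 3, miR-182 fell to 0.159 and miR-183 to 0.139 of its median in the other 5 libraries. miR-378 ranked 1 in each of the 6 libraries.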

None of the five most abundant miRNAs showed a significant difference in abundance in the ADAR2-deficient versus wild-type brains (Supplementary Figure S1B and C). 

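The log2 fold changes of these 5 miRNAs ran from −0.40 (standard error 0.673) for miR-182 to 0.13 (standard error 0.310) for miR-378. None passed the threshold over all miRNAs tested, none passed when adjusted over the list alone, and 0 had an unadjusted p under 0.05. The smallest adjusted p among them was 0.988. Mean abundance of miR-182 was 64035 ± 21743 RPM (SD, n = 3) in wild type and 48566 ± 48593 (SD, n = 3) in Adar2−/−, and that of miR-183 was 61465 ± 9945 and 49834 ± 37702. Without Adar2−/− replicate 3 both were slightly higher in Adar2−/−, with log2 fold changes of 0.08 for miR-182 and 0.19 for miR-183. Across the 9 fits that each left out a library or a replicate number, miR-182 ran from −1.60 to 0.10 and miR-183 from −1.02 to 0.24. In 2 of these 9 fits, 1 of the 5 miRNAs had an unadjusted p under 0.05. The direction of miR-127, with a log2 fold change of 0.0033, changed under TMM factors (−0.05), with the 5 miRNAs left out of the totals (−0.07) and under DESeq2 (−0.10). Without wild-type replicate 2, miR-378 stood at −0.01.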

Mmu-miR-378a had already been reported by others to be edited (18,38). This miRNA has been shown to promote cell migration in non-small cell lung cancer brain metastasis (39). Also, in a previous study we detected very low editing of this mmu-miR-378a at embryonic day 11.5 (29). In the adult brain, we find mmu-miR-378a edited to 6.2% at position 16 (Table 4), verifying that editing efficiency of this miRNA increases during development. The editing position at nucleotide 16 is 6 nucleotides away from the DROSHA cleavage site and therefore this editing event is unlikely to interfere with DROSHA activity. The high abundance of mmu-miR-378a in the brain was surprising as this miRNA has not been reported to be highly expressed in the nervous system. However, we detected high expression levels in three independent replicates. 

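miR-378 took 20.5%, 13.7% and 18.1% of the mapped miRNA reads in wild-type replicates 1 to 3 (mean 17.4% ± 3.45, SD, n = 3) and 21.5%, 17.4% and 18.6% in Adar2−/− replicates 1 to 3 (mean 19.1% ± 2.10, SD, n = 3). The genotypes did not differ beyond the spread between replicates (two-sided exact permutation test, p = 0.5). The 95% Wilson intervals reached at most 0.0224 percentage points to either side.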

No editing could be found for the other four most abundant miRNAs.

**Table 1.** Top 10 of consistently up- or downregulated mature miRNAs

Ten most downregulated miRNAs				Ten most upregulated miRNAs			
mmu-miRNA	Fold down in *Adar2*^−/−^	*P*-value	Avg. read number/RPM	mmu-miRNA	Fold up in *Adar2*^−/−^	*P*-value	Avg. read number/RPM
miR-497*	−2.59	0.0034	2173/104	miR-335-5p	2.76	0.0841	16070/772
miR-1247*	−1.59	0.0027	155/7	miR-15b	2.46	0.0941	124/6
miR-1298*	−1.55	0.0492	3463/166	miR-98	2.27	0.0986	1911/92
miR-495*	−1.54	0.0286	267/13	miR-467a*	2.07	0.0311	266/13
miR-99b	−1.54	0.031	167587/8053	miR-872*	2.01	0.0831	160/8
miR-126-5p	−1.48	0.0604	85213/4095	miR-467d*	1.92	0.0364	1033/50
miR-128-1*	−1.44	0.0023	1636/79	miR-540-5p	1.9	0.0475	887/43
miR-376a*	−1.44	0.0707	7035/338	miR-337-3p	1.89	0.0178	139/7
miR-129-5p	−1.43	0.0805	25055/1204	miR-3107	1.88	0.0178	1657/80
miR-1937a	−1.42	0.0257	223/11	miR-486	1.88	0.0178	1657/80

Only miRNAs with a minimum of 1.3-fold up-or downregulation were considered (Students *t*-test: *P* < 0.1). Underlined miRNAs were found edited in this study. A complete list of up- or downregulated miRNAs can be found in Supplementary Table S1.

**Table 2.** Edited miRNAs showing consistent up- or downregulation

Edited miRNA	Abundance fold change in *Adar2^−/−^*	*P*-value	Avg. read number/RPM	% editing in WT	Editing position
miR-497*	−2.59	0.0034	2173/104	73.2	20
miR-376a*	−1.44	0.0707	7035/338	58.5	4
miR-99b*	−1.39	0.0201	4294/206	15.4	3
miR-151-3p	−1.31	0.0548	189662/9113	2.8	3
miR-873	1.3	0.0876	1155/55	1.3	3
miR-467c	1.32	0.0989	209/10	48.2	3
miR-669c	1.45	0.0094	248/12	3.9	3
miR-467a	1.56	0.0796	874/42	9.2	3
miR-376b	1.72	0.0806	735/35	45.4	6
miR-467d	1.83	0.0546	3711/178	1.1/15.2	2/3
miR-467e	1.83	0.0435	256/12	2.1/26.3	3/4
miR-540-5p	1.9	0.0475	887/43	12.1/2.4	3/9
miR-467d*	1.92	0.0364	1033/50	0.8/4.8	5/9
miR-98	2.27	0.0986	1911/92	1.2/0.6	11/17
miR-335-5p	2.76	0.0841	16070/772	1.5	4

Only edited miRNAs with a minimum of 1.3-fold up-or downregulation were considered (Students *t*-test: *P* < 0.1).

**Table 3.** Significantly deregulated mRNAs in *Adar2^−/−^* brain (*P*-value <0.05)

Name	Fold change	*P*-value	Description
Prl	17.3	0.03682	Prolactin
Snora16a	2.8	0.03165	Small nucleolar RNA, H/ACA box 16A
snoRNA	2.7	0.00763	Mus musculus clone MBI-31 H/ACA box snoRNA, partial sequence
snRNA	2.6	0.00732	ncrna: snRNA chromosome:NCBIM37:15:89884840:89884946:-1
Snora17	2.5	0.02595	Small nucleolar RNA, H/ACA box 17
Name	Fold change	*P*-value	Description
Adarb1	−2.7	0.00557	Adenosine deaminase, RNA-specific, B1
Serpinb1a	−2.0	0.01642	Serine (or cysteine) peptidase inhibitor, clade B, member 1a
Mir9-2	−2.0	0.01149	MicroRNA 9-2
Npas4	−2.0	0.01874	Neuronal PAS domain protein 4

Results of a whole genome microarray analysis of wild-type and *Adar2*^−/−^ mouse brain. Only deregulated mRNAs with a *P*-value <0.05 are shown.

**Table 4.**
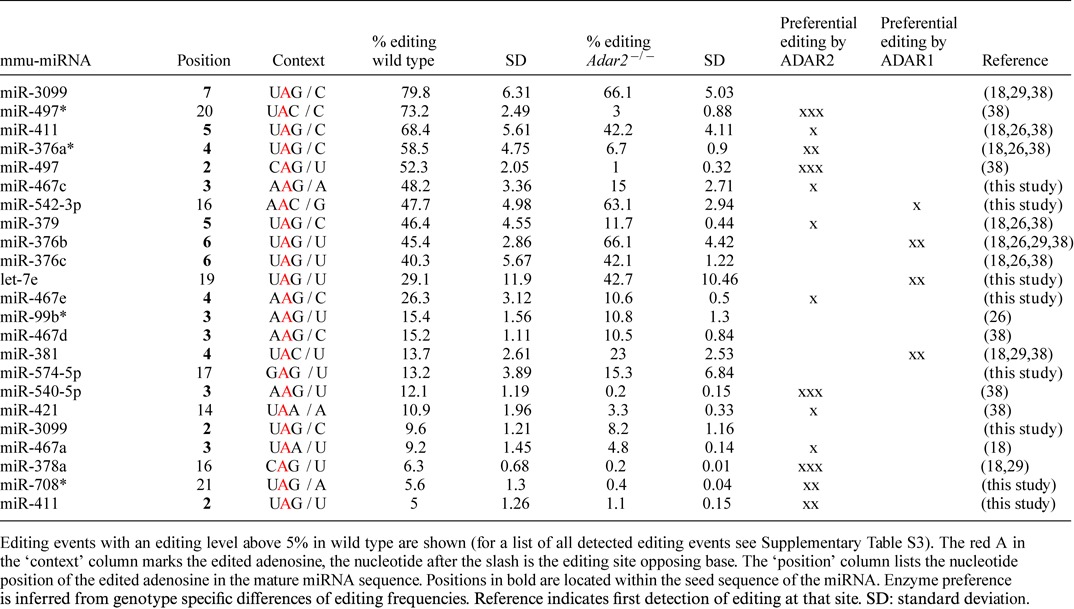
Significant editing events detected in miRNAs in all three replicates

The subsequent analysis of changes in miRNA abundance between wild-type and ADAR2 knockout mice was restricted to the 455 miRNAs that are at least covered by 100 reads in each sequencing replicate, to stay biologically relevant. 

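A minimum of 100 reads was reached by 424, 450 and 468 miRNAs in wild-type replicates 1 to 3 and by 432, 472 and 488 in Adar2−/− replicates 1 to 3. It was reached in all 3 wild-type libraries by 409 miRNAs, in all 3 Adar2−/− libraries by 429, in every one of the 6 libraries by 399 and in 1 or more libraries by 501.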

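When each Adar2−/− library was set against the wild-type library of the same replicate number, 64 of the 399 miRNAs (16.0%) changed in the same direction in all 3 comparisons, 36 of them higher and 28 lower in Adar2−/−. If the direction in each comparison were independent of the others, 25% would do so. In the edgeR test 0 of the 399 miRNAs passed the threshold and 13 had an unadjusted p under 0.05, of which 9 were higher and 4 lower. DESeq2 with its own size factors called 1 miRNA (miR-497*), and 40 had an unadjusted p under 0.05. Leaving out replicate 1 moved the edgeR count most, to 18 calls, each of them higher in Adar2−/−. Each of the 18 was lower in Adar2−/− in replicate 1 and over 1.5-fold higher in replicates 2 and 3. Counts were simulated with the common dispersion of these libraries (0.138) for every miRNA and with 200 of 399 miRNAs changed. There edgeR called 26.5% of miRNAs changed 2-fold and 99.5% of those changed 4-fold. The real spread differs between miRNAs, and the adjusted threshold is harder to pass when fewer miRNAs change. The simulated shares therefore do not say how many changes of these sizes were missed here. The smallest unadjusted p among the higher miRNAs belonged to miR-467a*, miR-335-5p and miR-540-5p and among the lower ones to miR-497*, miR-375 and miR-30a*. miR-375 stood at 3294 RPM in wild-type replicate 1 and at 42.9 to 113 in the other 5 libraries, and its log2 fold change of −4.09 (standard error 1.32, adjusted p = 0.988) was −0.21 without that library. miR-30a* had a log2 fold change of −1.10 (standard error 0.462, adjusted p = 0.988). This value ran from −1.37 to −0.43 across the fits that each left out a library or a replicate number.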

From these miRNAs 67 showed a consistent change in abundance in brains of *Adar2^−/−^*-deficient animals in all three replicates. Of these, 17 miRNAs (26%) were downregulated and 37 miRNAs (56%) upregulated by at least 1.3-fold (Figure 1). 

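Of the 64 miRNAs, 22 were higher and 17 lower in Adar2−/− by at least 1.3-fold, taken as the ratio of the mean RPM. When the test named in the notes of Table 1, run two-sided, was also required to pass the threshold given there, 8 of the higher and 7 of the lower miRNAs remained in the count. Run one-sided, a setting chosen after the data were seen, it left 18 higher and 10 lower. For 23 of the 399 miRNAs (5.76%) every Adar2−/− library lay beyond every wild-type library, where chance gives 10%, and 17 of these changed by at least 1.3-fold. With a replicate left out only 2 comparisons have to match. The counts moved most without replicate 1, to 141 higher and 35 lower, and without replicate 2, to 49 higher and 82 lower, and were 25 higher and 21 lower without replicate 3.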

The remaining 13 miRNAs with changes smaller than 1.3-fold were not considered further. Thus, two times more mature miRNAs show upregulation than downregulation in *Adar2^−/−^* brains. 

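The 22 higher and 17 lower miRNAs give a ratio of 1.29. With TMM factors in place of total reads the counts were 34 higher and 27 lower. With the 5 most abundant miRNAs left out of the totals they were 20 higher and 32 lower, so that the balance between the directions turned with the scaling.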

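The Mir335 hairpin lies on chromosome 6 of NCBIM37 from 30691299 to 30691396, within Mest. miR-335-5p stood at 879 ± 298 RPM (SD, n = 3) in wild type and at 2147 ± 1273 (SD, n = 3) in Adar2−/−, a ratio of 2.44 (two-sided exact permutation test, p = 0.2). Adar2−/− divided by wild type was 0.800 in replicate 1, 3.22 in replicate 2 and 4.27 in replicate 3. Its log2 fold change was 1.29 (standard error 0.480, adjusted p = 0.988), and without replicate 1 it was 1.93 (adjusted p = 0.0472). Over the alternatives the log2 fold change of miR-335-5p ran from 0.70 to 1.93 and its adjusted p from 0.0472 to 0.998. miR-497* stood at 114 ± 21.3 RPM (SD, n = 3) in wild type and 41.8 ± 11.9 (SD, n = 3) in Adar2−/−, a ratio of 0.366, with 0.212, 0.541 and 0.404 in replicates 1 to 3 (two-sided exact permutation test, p = 0.1). Of the 20 miRNAs in Table 1, 14 changed in the same direction in all 3 replicates and 12 also met the minimum of 100 reads in every library and the 1.3-fold change. edgeR tested 17 of the 20, and 0 passed over all miRNAs tested, 6 had an unadjusted p under 0.05 and 1 (miR-497*) passed when adjusted over the list alone. DESeq2 gave 17 when adjusted over the list alone. The paper chose these miRNAs on the same libraries, so the count over the list is not independent evidence. miR-3107 and miR-486 had identical counts in every library and cannot be assigned separately.

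**Figure D1:**
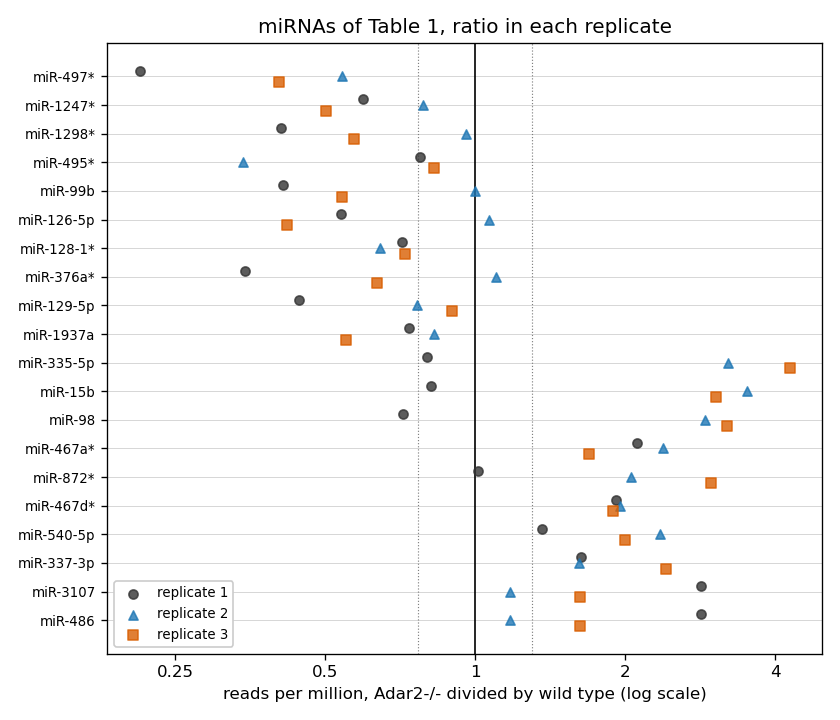
Ratio of RPM in Adar2−/− to wild type (log scale) for the miRNAs in Table 1, with 1 point for each replicate number. The solid line marks no change and the dotted lines a 1.3-fold change. For miR-335-5p, miR-15b and miR-98 the point of replicate 1 lies below 1 and those of replicates 2 and 3 above it.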

The highest change in abundance was 2.76-fold up for miR-335-5p and −2.59-fold down for miR-497* (Table 1).

**Figure 1.**
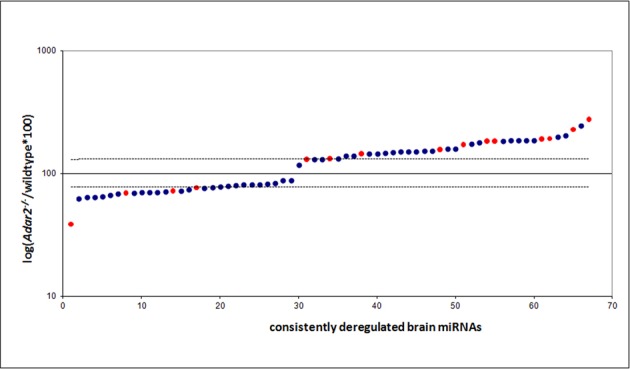
miRNAs are consistently up- or downregulated in *Adar2^−/−^* mice, independent of their editing status. miRNAs with a read coverage greater than 100 reads were sorted according to their relative abundance to wild type (displayed as% of wild-type abundance) in the ADAR2 knockout genotype and plotted on a semi-logarithmic scale. In blue and red are unedited and edited miRNAs, respectively. Wild-type expression level is represented by 100, and a threshold of 1.3-fold deregulation is marked by thin lines. miRNAs with relative changes in abundance smaller than 1.15-fold are not displayed. For a complete list of all consistently deregulated miRNAs see Table 1 and Supplementary Table S1.

Thus, in total we find ∼8% of all miRNAs expressed in the adult brain to be upregulated in the absence of ADAR2. 

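The 22 miRNAs that were higher in all 3 replicates and by at least 1.3-fold are 5.51% of the 399 tested. With the two-sided test of the notes of Table 1 required as well, the share was 2.01%. With TMM factors and without that test it was 8.52%. With a replicate left out, so that only 2 comparisons have to match, it was 35.3% without replicate 1, 12.3% without replicate 2 and 6.27% without replicate 3.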

A complete list of up- and downregulated miRNAs in the brain is shown in Supplementary Table S1.

It has been reported for some miRNAs that editing near a processing site can lead to a change in processing efficiency of the miRNA (24–26). Thus, if editing interferes with processing, one would expect a change in abundance of the mature miRNA in the absence of the editing enzyme. 

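All 15 miRNAs in Table 2, which the paper lists as both edited and changed, reached 100 reads in every library. Their log2 fold changes were positive for 11 and negative for 4, from −1.45 for miR-497* to 1.29 for miR-335-5p. In the edgeR test 0 passed over all miRNAs tested, 5 had an unadjusted p under 0.05 and 1, miR-497*, passed when adjusted over the list alone. Under DESeq2 9 passed over the list alone. As with Table 1, the list was chosen on the same libraries and is not independent evidence. Editing levels were not analysed here.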

Along these lines, we also find edited mature miRNAs among the deregulated miRNAs (Table 2). However, similar to the data from E11.5 embryos also many unedited miRNAs are up- or downregulated in the absence of ADAR2, while many edited miRNAs are not consistently deregulated (compare Figure 1 and Tables 1 and 2) (29).

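Of the 39 miRNAs that changed in the same direction in all 3 replicates and by at least 1.3-fold, 28 stand in neither Table 2 nor Table 4, 14 of them higher and 14 lower in Adar2−/−. The complete list of edited miRNAs was not used here. Among the 21 miRNAs in Table 4, 9 met the rule, 6 higher and 3 lower, and 11 did not keep 1 direction in all 3 replicates. For 9 of the 21 the edgeR fold change was smaller than 1.3-fold. Of these 21, 0 passed the threshold over all miRNAs tested, 3 had an unadjusted p under 0.05 and 1 (miR-497*) passed when adjusted over the list alone.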

Of the 59 miRNAs that we found edited in our study, only 15 were consistently up- or downregulated by at least 1.3-fold (four miRNAs downregulated, 11 miRNAs upregulated). Additionally, the three most upregulated edited miRNAs show only low editing efficiencies (0.8–4.8%) in wild type (Table 2). Together, this argues for an additional editing-independent effect of ADAR2 on processing of miRNAs in the adult brain, most likely by ADAR2 binding to miRNA precursors. 

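Of the 15 miRNAs in Table 2, 11 changed in the same direction in all 3 replicates, and 10 of these by at least 1.3-fold, 8 higher and 2 lower in Adar2−/−. miR-376a* and miR-151-3p were higher in Adar2−/− in replicate 2 and lower in the others, whereas miR-98 and miR-335-5p were lower in replicate 1 and higher in the others. miR-873 changed in the same direction throughout with a ratio of 1.28. With TMM factors 8 were higher and 4 lower.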

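Besides miR-335-5p, the largest ratios of Adar2−/− to wild type among the miRNAs in Table 2 belonged to miR-467d*, miR-540-5p, miR-467e and miR-98. miR-467d* stood at 49.7 ± 15.0 RPM (SD, n = 3) in wild type and 95.6 ± 29.3 (SD, n = 3) in Adar2−/−, with ratios of 1.92, 1.96 and 1.89 in replicates 1 to 3 (two-sided exact permutation test, p = 0.1). miR-98 stood at 109 ± 55.1 and 201 ± 86.9 RPM (SD, n = 3 each), with ratios of 0.716, 2.89 and 3.21 (p = 0.2 in the same exact test). miR-98 reached an adjusted p of 0.0476 in edgeR only without replicate 1, against 0.988 with all 6 libraries and up to 0.998 over the alternatives.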

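The 2 arms of a hairpin come from the same precursor, and both reached 100 reads in every library for 102 hairpins. Both arms changed in the same direction in 47 of them (46.1%, 95% Wilson interval 36.7% to 55.7%), and Spearman's rho across hairpins between the log2 fold changes of the 2 arms was 0.03 (bootstrap SD 0.101). Hairpins are not independent replicates, and the values describe the 6 libraries. Without replicate 1 the share was 55.9%. From the edited miRNAs that keep their level, the unedited miRNAs that change and the low editing of the most strongly increased ones, the paper argues for an effect of ADAR2 on processing that does not need editing and proposes binding of ADAR2 to the precursors as its basis.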

Similar findings were made for miRNAs expressed in mouse embryos (29) and in *C. elegans* (30).

Next, we analyzed overall changes in mRNA levels between wild-type and *Adar2^−/−^* brains using a mouse genome microarray (Affymetrix GeneChip mouse). This analysis showed five significantly upregulated (*P*-value <0.05) and four downregulated genes in the *Adar2^−/−^* mice (Table 3). Expecting a correlation of the observed deregulated miRNAs and their targets, we looked for overlaps of predicted targets of the most deregulated miRNAs in the ADAR2 mutant within this small set of deregulated mRNAs. We found *Npas4* (downregulated 2-fold) to be a predicted target of the most upregulated miRNA miR-335-5p (2.76-fold upregulation in *Adar2^−/−^* brain). This mRNA encodes the Neuronal Per Arnt Sim (PAS) Domain Protein 4, NPAS4, a neuron-specific, basic helix–loop–helix transcription factor that is implicated in hippocampal neurogenesis (40). In order to validate the result of the microarray analysis, we independently measured *Npas4* mRNA levels by RT-qPCR on brains of wild-type and ADAR2-deficient mice. The RT-qPCR showed a 2.54 ± 0.41-fold downregulation of *Npas4* in *Adar2^−/−^* brains (Supplementary Figure S2; *n* = 3).

### A to G transitions drop significantly in the absence of ADAR2

A lack of ADAR2 should lead to a decreased number of A to G changes, which reflect A to I editing, in mature miRNAs. However, as the ADAR1 enzyme is still present and active in *Adar2^−/−^* mice, residual editing by ADAR1 would still be expected. Thus, we analyzed the relative frequency of A to G transitions compared to all other 11 possible nucleotide transition types in wild-type and ADAR2 knockout brains.

We analyzed mapped reads with maximally two mismatches so that we were able to detect deviations from the annotated miRNA sequences. We also discarded reads that mapped to the reverse complement of the mature miRNAs, as our cloning protocol for mature miRNAs is strand-specific. During mapping, weighting was applied when there were several miRNAs with equally good alignment scores. We considered trimming of the last few nucleotides of the reads as unnecessary, because NextGenMap (33) computes a local optimal pairwise sequence alignment (41), which by itself ignores mismatches toward the very end of the read. We recorded the number (0–2) and type of mismatches for each read and each position in the mapped read. By doing so a count table of all mismatch types for both genotypes and all three replicates was generated. The occurrence of each mismatch type was normalized by the sum of all mismatches in each biological replicate. This way, we were able to compare the general mismatch profile between wild-type and *Adar2^−/−^* miRNAs. Although, we detected all 12 possible mismatch types in the mapped reads, the relative frequency of A to G mismatches was the most prevalent one in wild type (Figure 2). The number of A to G transitions dropped significantly in the *Adar2^−/−^* brain to 41% of wild-type level (Students *t*-test *P* < 3.95E−05). This strong effect of ADAR2 on the overall A to G transition level of miRNAs demonstrates that ADAR1 only weakly contributes to the observed editing events.

**Figure 2.**
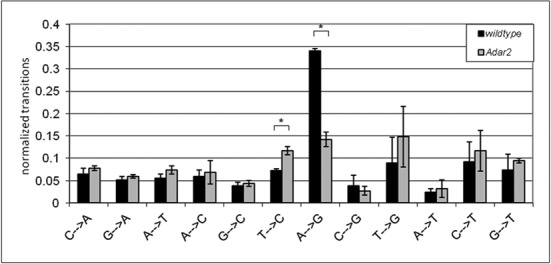
Relative A to G transitions drop significantly in mice deficient in ADAR2. All 12 possible nucleotide transitions in the mapped miRNA reads from wild-type and *Adar2^−/−^* mice were summed up and normalized to total transition numbers in all three replicates. * Students *t*-test *P* < 0.002.

Also a second mismatch, namely T to C (which reflects a U to C change in the RNA sequence), showed a genotype-specific difference (Figure 2). The number of T to C transitions was increased by 38% in the ADAR2-deficient background (Students *t*-test *P* < 1.45E−03). However, when we tested for individual, significant T to C events at specific locations that were present in *Adar2^−/−^* but not in wild type (see the Materials and Methods section), no single miRNA was detected that showed a significant T to C transition frequency above 1.9%. Overall, only 15 miRNAs showed T to C transitions exclusively in the ADAR2 knockout, most of them with a frequency lower than 0.5% (Supplementary Table S2). Of these 15 miRNAs only mmu-let-7f showed an additional significant A to G change, albeit with a similarly low frequency of 0.42%. It thus appears that T to C transitions are distributed stochastically in the absence of ADAR2.

The other 10 mismatch types showed no genotype or position specificity and thus were considered as results from sequencing and sample preparation errors.

### High editing levels of mature brain miRNAs influence miRNA processing or targeting

It is known that editing levels in mRNAs and miRNAs increase during pre- and post-natal development (18,42). Thus, we expected a moderate to high editing frequency of mature miRNAs in adult mouse brains. To determine editing levels of mature miRNAs in wild type, and to reveal possible target specificity of ADAR2 versus ADAR1, we analyzed our data for significant editing events in all miRNAs in the two genotypes. In each biological replicate A to G transitions were counted for individual positions in all miRNAs from wild-type and *Adar2^−/−^* brains. Using a chi-squared test (see (29)) an A to G change was assumed significant when the observed number of Gs at that position was higher than expected due to sequencing errors and experimental noise. Only events for which a significant A to G transition was observed in all three replicates were considered for further analysis. Again, only miRNAs covered by at least 100 reads were considered. Doing this, we ended up with a list of 72 significant editing events in 59 miRNAs (Table 4; complete list in Supplementary Table S3).

The highest editing level is found in mmu-miR-3099 at position 7 of the mature sequence, which is edited to 80% in wild type, and to 66% in ADAR2 mutant brain (Table 4). miR-3099 has already been found to be edited at this position in other studies (18,38,43).

Editing in the seed sequence can lead to retargeting of the miRNA, which was already demonstrated for miR-376a-5p (former miR-376a*) (27). As miR-3099 is edited up to 80% in the brain, the major amount of this miRNA has the potential to target a different set of mRNAs. Accordingly, the TargetScan Custom algorithm (http://www.targetscan.org/vert_50/seedmatch.html, using default settings) predicts a set of 58 targets for unedited miR-3099, whereas 161 targets are predicted for the edited version, with only three mRNA targets present in both sets.

As miR-3099 is edited by the essential ADAR1 enzyme (see below) we could not test for changes in the expression of predicted targets in the absence of ADAR1 *in vivo*. Still, to test for a change of target specificity *in vivo* we selected the best target predictions for unedited and edited miR-3099, *Nap1l1* and *Vcan*, respectively and cloned their 3′UTRs into the pmiRGlo vector for analysis by dual luciferase assay. Both, the *Nap1l1* and *Vcan* UTRs contain at least one miRNA binding site for the respective miRNA that is conserved from chicken to human. We co-transfected the two different reporter constructs (pmiRGlo + *Nap1l1* or *Vcan* 3′UTR) with either unedited or pre-edited pri-miR-3099 or empty vector control (pSuperior-neo-GFP) into human HeK293 cells and measured the effect of the two different miRNA versions on protein expression of the reporters. The *Vcan* 3′ UTR, the predicted target of edited miR-3099, showed a 44% reduction compared to empty vector control when cotransfected with edited miR-3099 but not with the unedited version. Also the *Nap1l1* 3′ UTR led to a 24% reduction in the presence of the unedited miRNA but not with the edited form (Figure 3). Transfection efficiencies tested by GFP expression from the miRNA expressing pSuperior constructs were ∼10% for both, edited and unedited miRNA.

**Figure 3.**
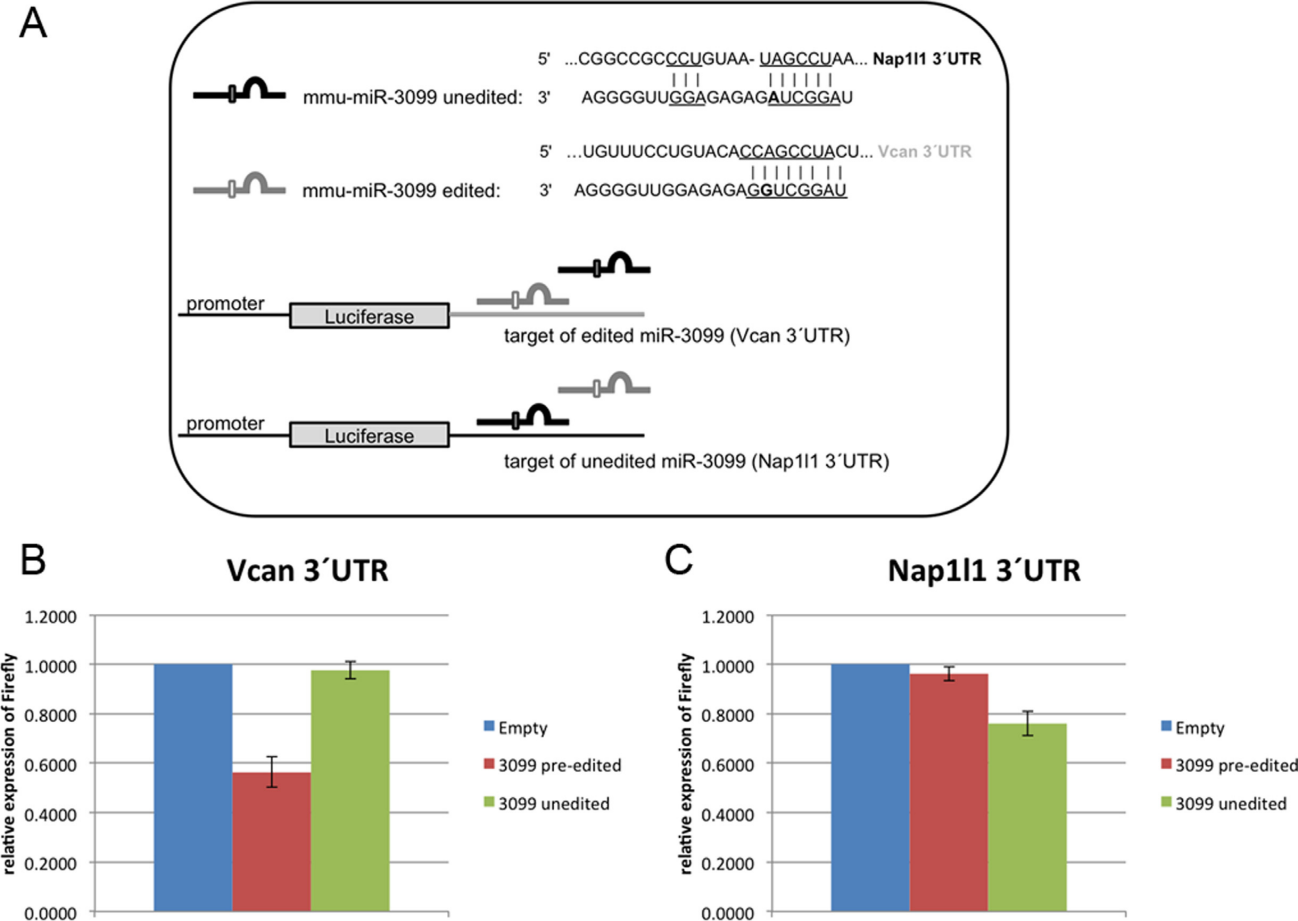
Editing of miR-3099 changes its target specificity. (**A**) The 3′ UTRs of *Nap1l1*—target of mmu-miR-3099—and *Vcan*—target of edited mmu-miR-3099—were introduced into pMirGlo downstream of the firefly luciferase open reading frame (ORF). The same plasmid also expresses Renilla luciferase as a reference. (**B**) Relative luciferase activity for the two reporter constructs was measured for the *Vcan* and (**C**) *Nap1l1* harboring plasmids 24 h after cotransfection with control (blue), edited (red) or unedited (green) pri-miR-3099 (*n* = 3). The *Vcan* 3′UTR responds to edited miR-3099 while the *Nap1l1* UTR shows a stronger response to unedited miR-3099.

HeK293 cells show little or no detectable ADAR2 activity. Still ADAR1 activity had been detected in these cells (44). Therefore, to exclude the possibility that the reporter assay was altered by editing of the transfected pri-miR3099 by ADAR1, the above-mentioned experiments were repeated in immortalized MEFs derived from *Adar1^−/−^*, *Adar2^−/−^* embryos (Supplementary Figure S3). These cells are entirely devoid of all ADAR activity (Vesely, C. and Jantsch, M.F.; personal communication). Still, cotransfection of pre-edited miR-3099 led to an ∼22% reduction of the *Vcan* reporter while the unedited miR-3099 did not affect reporter gene expression. In contrast, unedited miR-3099 reduced *Nap1|1* reporter gene expression by 30% while the edited version had only reduced gene expression by 14%.

Taken together these results demonstrate that editing in the seed region strongly redirects miR-3099 from one target to another.

*Vcan* encodes the proteoglycan Versican that stimulates angiogenesis and can promote tumor growth. Consistently, *Vcan* is expressed well during embryogenesis but not in adult tissues. Age- and differentiation-dependent editing of miR-3099 may well be a mechanism repressing *Vcan* expression in adult, differentiated tissues (45).

miR-3099 is upregulated during neuro-differentiation and might therefore also play a role in embryogenesis and neuronal function (46). Using GeneCodis modular and singular enrichment analysis (http://genecodis.cnb.csic.es, (47–49)) we looked for enrichment in KEGG pathways in the two sets of predicted targets of miR-3099. The genes potentially targeted by the edited form were enriched for (among others): ‘Glutamatergic synapse’ (five genes), ‘Axon guidance’ (four genes) and ‘Notch signaling pathway’ (three genes), whereas the targets of unedited miR-3099 were not (Supplementary Figure S4). This would be in agreement with a possible requirement of editing of miR-3099 for its proper function in neuro-differentiation.

The second most edited miRNA was mmu-miR-497* (mmu-miR-497-3p), which is edited to 73% at position 20 in wild type. Interestingly, editing is almost lost in the absence of ADAR2 as the efficiency drops to only 3% in the knockout, indicating that this site is edited almost exclusively by ADAR2. Also mmu-miR-497 is found highly edited (52%) in wild type and almost unedited in *Adar2^−/−^* (1%). The editing sites, position 20 in miR-497* and position 2 in miR-497, are opposite each other in the double-stranded pre-miRNA structure (Figure 4A), suggesting that ADAR2 can edit both sides of the stem loop. However, as we only analyzed mature sequences and not pre-miRNAs we do not know whether the two editing events occur simultaneously or on different molecules. Still given the high frequency of both editing events of 73% and 52%, respectively, some precursor molecules must be edited at both sites simultaneously. Whether this is done by the same ADAR2 molecule or in successive editing reactions is not clear from our data.

**Figure 4.**
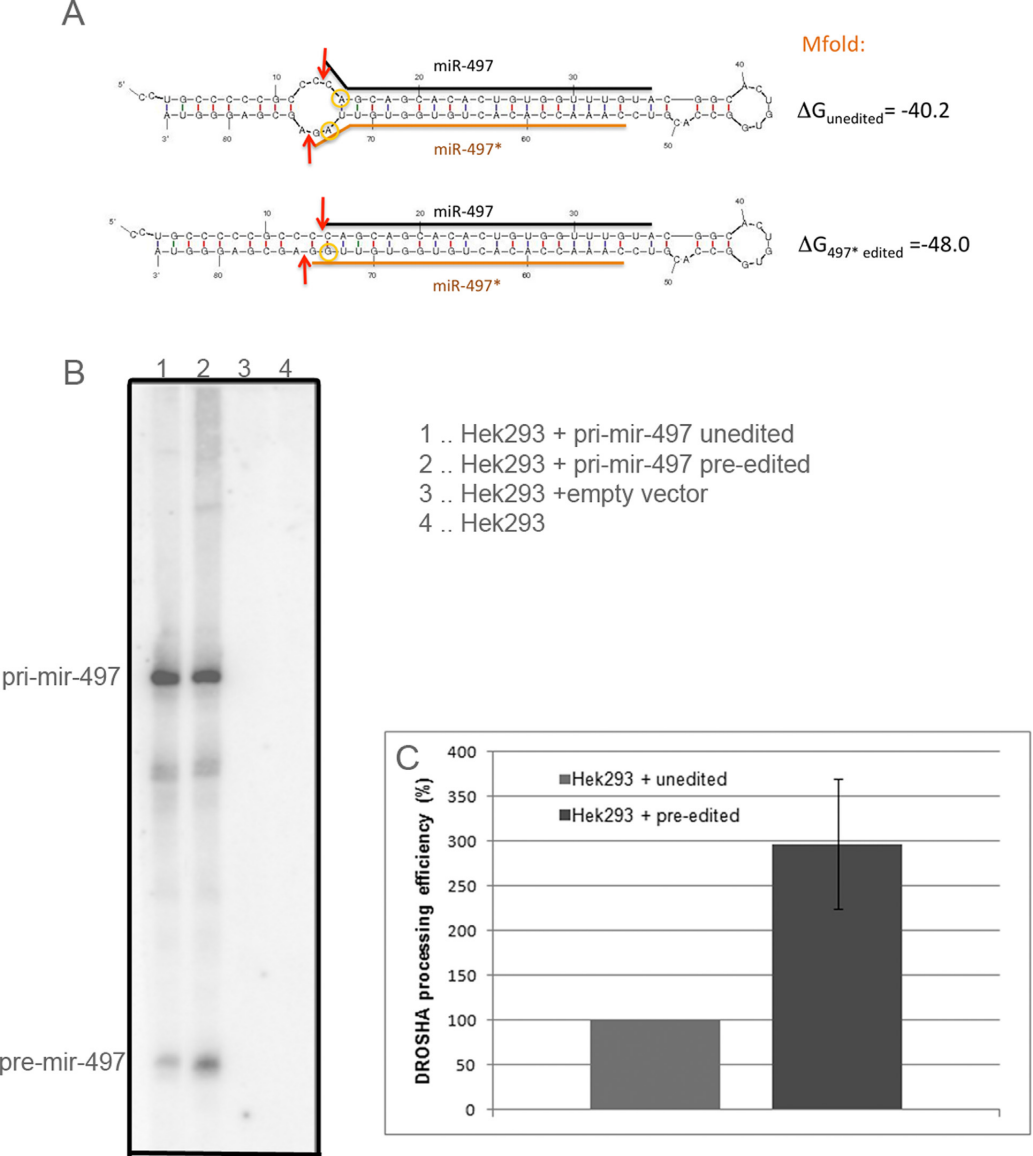
Editing of pri-mir-497 enhances its processing efficiency. (**A**) Structure prediction by mfold (http://mfold.rna.albany.edu) for unedited (top) and edited pri-miR-497 (editing at position 74 = position 20 in miR-497*; bottom). Editing sites are marked by yellow circles. Mfold energy predictions of unedited and singly edited pri-miR-497* are indicated. The orange and black straight lines symbolize the mature miRNA sequences while arrows mark the DROSHA cleavage sites. (**B**) Representative northern blot of HEK293 cells transfected with pSuperior expressing unedited (1), pre-edited (2) or no miRNA (3). Processing of pri- to pre-miRNA was analyzed by hybridization with an antisense oligonucleotide. (**C**) Quantification of processing efficiency (ratio pre-miR/pri-miR) from three experiments.

When pre-mir-497 is edited at position 20 of its star sequence, the precursor stem loop gets stabilized (Δ*G*_unedited_ = −40.2 kcal/mol, Δ*G*_497*edited_ = −48.0 kcal/mol, calculated by mfold, http://mfold.rna.albany.edu, using default setting, (50)). 

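The Mir497 hairpin lies on chromosome 11 of NCBIM37 from 70048219 to 70048302 on the plus strand, is 84 nucleotides long in the annotation and overlaps no other annotated gene. Mir195 follows on the same strand from 70048544 to 70048637. Positions are counted from 1 at the 5′ end of the hairpin. The edited base of miR-497*, at position 20 of the mature miRNA, is position 73 of the hairpin (70048291), and that of miR-497, at position 2, is position 15 (70048233). RNAfold of ViennaRNA with default settings gave a minimum free energy of −41.5 kcal/mol for the unedited hairpin, −48.1 kcal/mol with A73G, −41.4 kcal/mol with A15G and −47.3 kcal/mol with A15G and A73G together, with inosine represented by G. In the predicted structures position 73 was unpaired without editing and paired with position 14 after A73G.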

Editing at position 2 of miR-497 does not change RNA stability compared to the unedited stem loop, and the fully edited version of the pre-miRNA is only slightly less stable than the single editing in 497* alone (Δ*G*_fully edited_ = −47.2 kcal/mol) (Figure 4A). Thus, editing of position 20 of miR-497* changes the structure around the DROSHA cleavage site and thereby might enhance DROSHA cleavage efficiency. 

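For miR-497* the edgeR log2 fold change was −1.45 (standard error 0.351, adjusted p = 0.805), the smallest adjusted p of the 399 miRNAs. The read counts were 1648, 2067 and 2805 in wild-type replicates 1 to 3 and 524, 1157 and 1156 in Adar2−/− replicates 1 to 3, and every Adar2−/− library lay below every wild-type library in RPM. DESeq2 gave −1.52 with an adjusted p of 7.69e-07. Over all alternatives the log2 fold change stayed between −1.72 and −1.11 and the adjusted p between 7.69e-07 and 0.998. Among miRNAs with an unadjusted p under 0.05, miR-375 had a more negative log2 fold change, with a level in wild-type replicate 1 far above that in the other libraries.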

Confirming this hypothesis, we found miR-497* as the strongest downregulated miRNA (−2.6-fold) in ADAR2-deficient brain (see Tables 1 and 2).

To demonstrate the role of editing on pri-mir-497 processing more directly we analyzed the efficiency of the DROSHA cleavage step using Hek293 cells. Wild-type Hek293 cells that show negligible ADAR2 activity were transfected with either unedited or pre-edited (A to G change at position 20 in mmu-miR-497*) primary miRNA and processing efficiencies from pri- to pre-miRNA were analyzed by northern blots (Figure 4B). The northern blot shows a 3-fold (+/−20%) more efficient processing of edited over unedited pri-mir-497 (Figure 4C). This demonstrates that editing of pri-mir-497 by ADAR2 stimulates processing of the primary transcript. pri-miR-497 is edited to 73% in the brain (Table 2). Thus, the 3-fold increase in processing of edited over unedited primiR-497 correlates well with the −2.6-fold decrease of the mature miRNA level in the brain upon loss of ADAR2.

Mature miR-497 is edited to 52% at position 2 within its seed region. TargetSpy (www.targetspy.org) predicts the SerpinB1a mRNA to be a strong target (score = 0.995) of the unedited but not the edited miRNA. Consistently, we find SerbinB1 mRNA to be downregulated by ∼2-fold in the absence of ADAR2 supporting the idea that this mRNA is targeted by unedited miR-497 (Table 3). This finding is even more astonishing when considering that maturation of miR-497 is downregulated upon lack of editing. 

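The guide strand miR-497 stood at 71.4 ± 32.9 RPM (SD, n = 3) in wild type and 55.0 ± 28.9 (SD, n = 3) in Adar2−/−, with ratios of 0.214, 1.28 and 1.41 in replicates 1 to 3 (two-sided exact permutation test, p = 0.6). Its log2 fold change of −0.37 (standard error 0.490, adjusted p = 0.988) turned to 0.07 without wild-type replicate 1 and to 0.43 without replicate 1 of both genotypes. The log2 ratio of miR-497* to miR-497 reads within a library was 0.28, 0.91 and 1.07 in wild type (mean 0.76 ± 0.42, SD, n = 3) and 0.27, −0.33 and −0.73 in Adar2−/− (mean −0.26 ± 0.50, SD, n = 3). The difference was −1.02 (two-sided exact permutation test, p = 0.1).

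**Figure D2:**
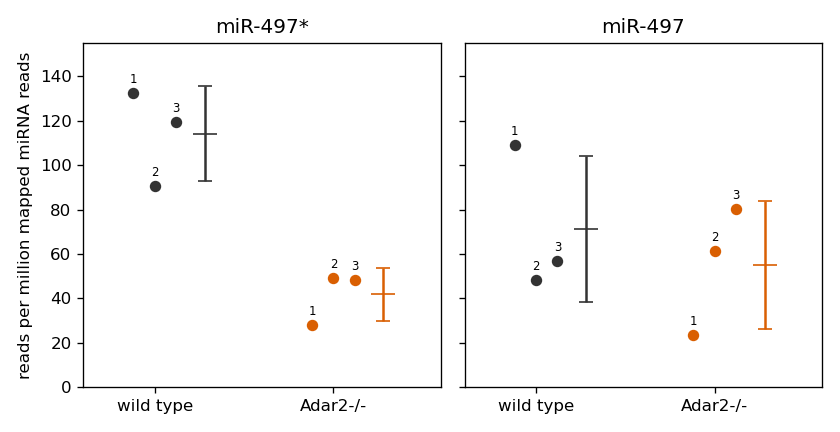
RPM of miR-497* and miR-497 in each library, with points numbered by replicate and bars showing the mean ± SD of 3 libraries. The Adar2−/− points of miR-497* lie below all wild-type points, whereas those of miR-497 overlap with wild type.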

SerpinB1 is a member of the Serpin family of proteinase inhibitors that protect cells from inflammatory signaling but also regulates cell migration and invasion in gliomas (51). Moreover, as it was shown that miR-497 regulates neuronal death in mouse brain (52,53), editing of this miRNA may play an important role in fine tuning the effect of miR-497 on apoptosis in neuronal cells.

### Half of edited miRNAs in the adult brain are preferentially edited by ADAR2

To determine editing preferences of the identified sites for ADAR2 or ADAR1, editing levels were also calculated for miRNAs obtained from ADAR2-deficient mouse brains. Interestingly, the editing levels of many miRNAs dropped significantly in the mutant mice. Fifty-one percent of all editing events detected in wild type showed a reduction of editing levels by 50% in *Adar2^−/−^* brains. In 26% of all sites editing was no longer detectable in the absence of ADAR2 (Table 4 and Supplementary Table S3). Also, the six most highly edited miRNAs show a reduction in editing efficiency in the absence of ADAR2. However, in some cases the absence of ADAR2 obviously stimulated editing by ADAR1. Editing levels increased by at least 50% in 11% of all editing events (eight positions in seven miRNAs): miR-376b (position 6), let-7e (positions 17 and 19), miR-381 (position 4), miR-467d* (position 9), miR-3061-3p (position 3), miR-151-3p (position 3), miR-219-3p (position 15). This suggests that binding by ADAR2 can compete for editing by ADAR1 on some miRNA precursors. The data also indicate that ADAR2 and ADAR1 have different preferred pri-miRNA targets and that ADAR2 plays an important role in miRNA editing in the brain.

### Enrichment of editing in the seed region of mature miRNAs

When examining the positions that showed significant editing events in mature miRNAs, we found that 64% of all editing events occur at position 2–7, namely the seed sequence (Figure 5). Only 46% of all editing events occur in the remaining 16 positions, if an average length of 22 nucleotides is assumed. This enrichment of editing in the seed sequence shows that ADARs have the potential to play an important role in the modulation of miRNA target specificity in the brain.

**Figure 5.**
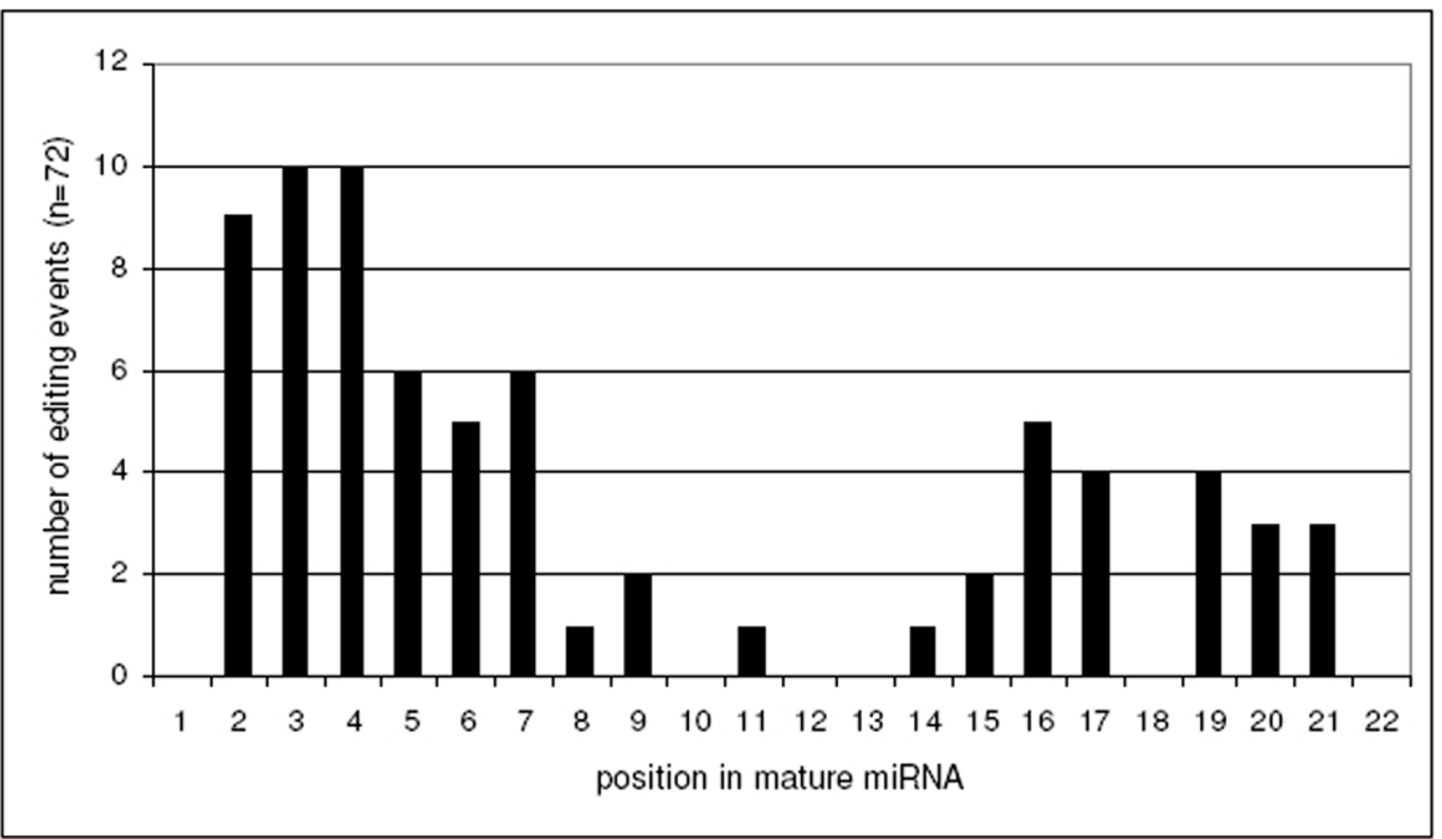
Editing events are enriched in the seed sequence of mature miRNAs. The frequencies of all detected editing events within the mature miRNAs (22 nts average length) are plotted in absolute numbers. The distribution of editing events shows a clear preference for the nucleotides 2–7, all located within the seed region.

Looking at the context around editing sites in mature miRNAs we found that a U>A>C>G upstream of the edited A is favored, and downstream ADARs prefer a G>C≈A>U. The nucleotide opposing the editing site is usually either a C or a U and rarely an A or a G (Supplementary Figure S5). This is in concordance with known editing site preferences (54,55).

### New editing sites in mature miRNAs

Of the 72 detected editing events only one third (24) had already been published earlier (Supplementary Table S3). Of these, the majority (65%) showed editing levels of more than 5% (see Table 4). Eight newly identified editing events show editing levels of at least 5%. Four of these abundant newly identified events harbor the edited adenosine in the seed region (miR-467c, position 3; miR-467e, position 4; miR-3099, position 2; miR-411, position 2).

Three of the newly identified editing sites show higher editing levels in the absence of ADAR2 (miR-542-3p, position 16; let-7e, position 19; and miR-574-5p, position 17), showing that these miRNAs are preferentially edited by ADAR1 (Table 4). Increased editing in the absence of ADAR2 also suggests that editing by ADAR1 might be blocked by ADAR2 binding, without editing them. In contrast, editing sites in all other newly identified edited miRNAs, except for position 2 of miR-3099, are significantly less edited in the ADAR2 mutant. This shows that they are preferentially edited by ADAR2 (miR-467c at position 3, miR-467e at position 4, miR-708* at position 21 and miR-411 at position 2) (see Table 4).

## DISCUSSION

In this study, we have determined changes in sequence and abundance of mature miRNAs in wild type versus ADAR2 (also known as ADARB1) deficient adult mouse brains. We demonstrate that clear and reproducible changes in the abundance of a set of miRNAs occur in the absence of ADAR2. Variations range from a 2.6-fold downregulation to a 2.8-fold upregulation in the absence of ADAR2. In general, however, loss of ADAR2 leads to a significantly larger proportion of upregulated miRNAs. Similar to previous studies in mouse embryos and in *C. elegans*, deregulation of miRNAs seems independent of RNA editing in the adult brain (29,30). This is documented by the fact that both unedited miRNAs are found deregulated in the absence of ADAR2, while some highly edited miRNAs show no changes in abundance at all. This finding is in agreement with the idea that binding of ADARs to miRNA precursors or interaction of ADARs with miRNA processing factors can influence miRNA processing without editing. It should be noted, however, that by sequencing mature miRNAs, editing events that are located only in the precursor, outside the mature miRNA, are not detected in our study. Still, as editing events that affect processing should lie within the immediate vicinity of the DROSHA or DICER cleavage sites, it is highly unlikely that all misregulated miRNAs can be attributed to such an event. Moreover, ADARs may also regulate miRNA processing by affecting the expression or activity of components of the miRNA processing machinery. A similar indirect effect was recently described for the impact of ADARs on the control of alternative splicing (56).

As miRNAs are important regulators of mRNA translation we can observe reproducible changes in mRNA expression profiles in the absence of ADAR2. For instance, we can detect a strong downregulation of *Npas4* mRNA correlating with miR-335-5p upregulation. This finding nicely underlines the biological relevance of ADAR2-dependent changes in miRNA abundance.

Compared to our previous study performed in mouse embryos, a smaller number of miRNAs are found to be consistently deregulated in the absence of ADAR2 in the adult brain (29). As expected, however, we find a larger number of miRNAs edited to a much higher extent in the adult brain than at the early embryo. This is in agreement with published data showing that miRNA editing drastically increases during development (18). Thus, in contrast to embryos where ADARs mainly affect miRNA abundance, in the adult brain some miRNAs are strongly affected by the actual editing reaction leading to changes in target specificity. As we only consider ADAR2 in this study, it is possible that even more mature miRNAs are affected in an adult ADAR1-deficient brain (8).

Currently it is not clear why ADARs interfere more strongly with miRNA abundance but show little editing activity in the early embryo. It is possible, however, that miRNA processing becomes more robust in later developmental stages, therefore becoming less sensitive to competing double-stranded RNA binding proteins.

Interestingly, editing levels in the 5.5-months-old mice used here were comparable to those previously reported for 21-days-old mice (18). This suggests that most miRNA editing events reach a plateau upon reaching adulthood.

A recent study showed that ADAR1 and DICER directly interact and form a more effective miRNA processing complex (31). In this study, a global downregulation of mature miRNAs in ADAR1 single mutant embryos was observed which was explained by the lack of ADAR1–DICER processing complexes (31). Neither in our previous study in mouse embryos (29) nor in the current study in the adult brain could we observe such a global downregulation of mature miRNAs in the absence of ADAR2 or both ADAR1 and ADAR2. In contrast, we find more mature miRNAs upregulated relative to wild type in the knockout mice. These apparently conflicting results might be explained by differences in the temporal regulation of miRNA expression during development, where time differences of 0.5–1 days can be important. 

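The median edgeR log2 fold change of the 399 miRNAs was 0.0023. It stayed between −0.07 and 0.05 under the other scalings, filters and designs, and reached 0.17 without replicate 1. Because the counts are relative to the mapped miRNA reads of each library, a change of the total amount of miRNA in Adar2−/− brain cannot be seen in these values.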

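The edgeR log2 fold change was above 0 for 201 of the 399 miRNAs and below 0 for 198. With the 5 most abundant miRNAs left out of the totals, 177 were above 0 and 222 below. Without replicate 1, 238 were above 0 and 161 below.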

In our study performed in embryos the used ADAR1 knockout mice survive in general at least 0.5 days longer than the strain used by Ota *et al.* (31), thus possibly explaining the observed differences (29). Also, as ADAR2 seemingly does not interact with DICER, loss of ADAR2 may only indirectly affect pre-miRNA processing, possibly via competitive binding.

Our study shows that the overall number of A to G changes drops almost by 60% in the absence of ADAR2, although ADAR1 is still present. Some editing events seem to exclusively depend on the presence of ADAR2, while others are not affected by this enzyme. This indicates that ADAR2 plays an important role in introducing A to I changes into mature miRNAs and that individual ADARs must display specificity for certain miRNA targets. Given that the overall structure of pri- and pre-miRNAs is relatively similar, this finding is rather surprising. Apparently, enzyme preferences for certain sites in miRNAs are caused by a combination of subtle differences in the substrates.

We find that editing levels in the adult mouse brain can reach 80%. Thirteen miRNAs show editing levels above 10% within their seed region, which will significantly influence their target specificity. Using a reporter assay we demonstrate that two predicted targets for edited and unedited versions of the most highly edited miRNA, miR-3099, are only affected by the edited and unedited miR-3099, respectively. Interestingly, the two sets of predicted targets for the unedited and edited miRNA isoforms only overlap by three mRNAs. Together this indicates that this particular editing event may lead to dramatic retargeting of miR-3099 in wild-type mice. miR-3099 was identified in a deep sequencing study of the developing mouse brain (46). Due to its spatiotemporal expression pattern it was suggested to possibly influence neural differentiation or function.

Another highly edited miRNA, miR-497, that is edited in the seed region and the star sequence to 52% and 73%, respectively, is not only redirected but also downregulated by more than 2.5-fold, upon loss of editing. As we only analyzed mature miRNAs by sequences we cannot state whether both editing events are linked to each other. However, given the high frequency of both editing events at least 30% of all molecules must harbor both editing events. For miR-497, we could show that a pre-edited version is processed more efficiently by DROSHA. Thus, this miRNA is tightly controlled by ADAR2 by both upregulating its processing and redirecting its target specificity. Interestingly, miR-497 has been found to positively regulate neuronal death in mouse brain and target genes like *Bcl-2*, *Bcl-w*, *cyclin D2* and *SerpinB1* therefore underlining the importance for a tight regulation of this miRNA (52,53). A similar effect of ADAR editing on processing of polycistronic pri-miRNAs has recently been shown in *Drosophila*, where editing can promote but also inhibit the processing of certain miRNAs (57). In the absence of ADAR2, we found decreased *SerpinB1* mRNA levels which is predicted to be targeted by the native but not the edited miR-497 underscoring the impact of RNA editing in the seed region of this miRNA.

Several new editing sites were identified in miRNAs of which four occur in the seed sequence with at least 5% abundance. Of these, miR-467 is edited to 48% in wild type, and hence almost half of the produced miRNAs have the potential to target different mRNAs in wild-type mice. Moreover, besides confirming already published editing sites in miRNAs we could also distinguish editing site preferences of the two enzymes ADAR1 and ADAR2. For example miR-497 is exclusively targeted by ADAR2, whereas miR-376b is edited by ADAR1, as it is even more efficiently edited in the absence of ADAR2. The determined target specificities of ADARs for the edited brain miRNAs will be a valuable basis for future studies on the functional implications of edited miRNAs.

We also detected a global but significant change of T to C transitions in miRNAs isolated from *Adar2^−/−^* mice (possibly representing U to C changes in the RNA). However, those changes were stochastically distributed along the length of all miRNAs and not enriched at a specific position. This finding is in good agreement with other studies that have observed similar low-level T to C changes in RNA-Seq experiments (58,59). Nonetheless, to understand the occurrence and possible site specificity of these events would require deeper sequencing. Thus, at present, the biological relevance of T to C transitions remains obscure. One possible influence of ADARs on the frequency of T to C transitions could come from editing of the mRNA of DNA repair enzymes and thereby changing their enzymatic properties, like it has been shown for NEIL1 (60). Still, further studies are needed to understand the T to C changes and the involvement of ADARs in this transition type.

In summary, our study clearly demonstrates that ADAR2 influences miRNA abundance and targeting at several levels. First, binding of ADAR2 seemingly interferes with miRNA processing, possibly by competitive binding. Second, editing events near Drosha and Dicer cleavage sites can modulate the processing efficiencies of the cognate enzymes. Third, editing in the seed region of mature brain miRNAs can lead to retargeting and therefore diversify miRNA functions in the mammalian brain. Lastly, ADARs may indirectly influence miRNA processing by controlling the expression or activity of other factors involved in the miRNA processing pathway.

## AVAILABILITY

Illumina reads for 21–23-nt-long RNAs for wild-type and *Adarb1^−/−^*-deficient mice and microarray results are available at http://www.ncbi.nlm.nih.gov/geo/.

## ACCESSION NUMBERS

Accession numbers for Illumina reads and Affymetrix expresssion data are GSE61068 and are available here http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE61068.

Illumina reads are available following this link: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE61066.

Affymetrix mRNA expression data are available following this link : http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE61067.

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online.

SUPPLEMENTARY DATA

# Supplementary material for: ADAR2 induces reproducible changes in sequence and abundance of mature microRNAs in the mouse brain
**Source:** Nucleic Acids Res. 2014 Sep 26;42(19):12155–68. doi: 10.1093/nar/gku844
**Supplement:** SUPPLEMENTARY DATA

ADAR2 induces reproducible changes in sequence and abundance of mature microRNAs in the mouse brain — ADAR2 induces reproducible changes in sequence and abundance of mature microRNAs in the mouse brain — SUPPLEMENTARY DATA 

# ADAR2 induces reproducible changes in sequence and abundance of mature microRNAs in the mouse brain

## SUPPLEMENTARY DATA

**Files in this Data Supplement:**

- SUPPLEMENTARY DATA

How the deposited data were processed for this re-analysis (not part of the article)

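Small RNA sequencing of whole brains from 3 wild-type and 3 Adar2−/− mice, female siblings aged 5.5 months, was analysed. The authors deposited 3 tables, each with the read counts on 1055 mature miRNAs of 1 wild-type and 1 Adar2−/− library, and 12 blank lines without a miRNA in them were dropped. The authors removed adaptors with Cutadapt, mapped the reads with NextGenMap allowing about 2 mismatches, discarded hits to the reverse strand and weighted reads with several equally good hits. The paper's text does not say how the weights became whole numbers. The counts carry no normalization. Each column was given to the sample whose genotype and replicate number match its name and table. The Affymetrix arrays, the northern blots, the reporter assays and the editing levels were not analysed here. Adar2 mRNA was not analysed here either, so the genotype labels could not be checked from the counts.

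Total mapped miRNA reads per library ran from 12449633 to 23471819 in wild type and from 18645810 to 23935544 in Adar2−/−. Shares of reads carry 95% Wilson intervals of at most 0.0278 percentage points to either side. Reads are not independent molecules, so these intervals cover counting error only, and the spread between brains sets the precision of the comparisons.

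Counts were tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest) for the 399 miRNAs with at least 100 reads in every library, with the total mapped miRNA reads as library size, no scaling factor, no block, Benjamini-Hochberg adjustment and a threshold of 0.05. The paper's rule was applied as at least 100 reads in every library, the same direction of Adar2−/− against wild type in all 3 replicate numbers, and a ratio of the mean RPM of at least 1.3-fold. It was also counted together with the test and threshold of 0.1 in the notes of Tables 1 and 2, run two-sided, since the paper's text does not name the sides of that test. Single values were compared by two-sided exact permutation tests, whose smallest p with 3 libraries against 3 is 0.1. The miRNAs chosen by rule are those of Tables 1, 2 and 4, those the paper names when it reports abundance and the 5 most abundant over all libraries. Since none passed the threshold, the 3 with the smallest unadjusted p in each direction were added. Other miRNAs are named as members of a ranking, a cluster or a library pattern. miR-195, whose gene follows Mir497 on the same strand, is also named. miR-378a of the paper is listed as miR-378 in the tables.

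miRNA names were matched to the miRNA genes of the mouse annotation on NCBIM37, which placed 342 of the 399 miRNAs. Genes within 50000 bp of the next formed a cluster, and the 7 clusters with at least 5 tested miRNAs were tested with camera and fry of limma 3.58.1. Star and guide arms, or 5p and 3p arms, of 102 hairpins were compared. The Mir497 hairpin was folded with RNAfold of ViennaRNA 2.7.2 with default settings. Other values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

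The alternatives were TMM factors, totals without the 5 most abundant miRNAs, DESeq2 1.42.0 with its own size factors, a minimum of 10 reads in every library or none, a block for the replicate number with and without TMM factors, each library and each replicate number left out in turn, and, for the paper's rule, a minimum of 100 reads in 1 or more libraries, the geometric mean of the ratios within replicate numbers, a 1.5-fold change, full separation of the genotypes and miRNAs with identical counts counted once. Some further settings were added after the data were seen. They are a one-sided P, a wild-type mean of at least 100 reads, the arithmetic mean of the ratios and camera with an estimated correlation.

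The procedures were tested on simulated data, in which 200 of 399 miRNAs were changed. Every miRNA had the common dispersion of these libraries (0.138), whereas the real spread differs between miRNAs. edgeR called 26.5% of miRNAs changed 2-fold and 99.5% of those changed 4-fold, and 5.36% of its calls at 2-fold were unchanged miRNAs. DESeq2 called 55.5% at 2-fold, and 9.76% of its calls were unchanged miRNAs. Over 20 simulations without any change edgeR made 0.15 calls per simulation and DESeq2 0.85. At 0.05, camera called 19 of 20 raised sets and 2 of 20 unchanged sets, and fry called 18 and 1. The miRNAs of these sets were simulated independently of each other. In the data the estimated correlation was 0.565 in the cluster at Sfmbt2 and 0.895 in that at Ttll10. The simulated sets therefore do not show how often camera calls unchanged clusters of correlated miRNAs.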

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

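Of 49 results, compared with alternatives 733 times in all, 18 stayed the same under each alternative run for them. For a test this means the same direction and side of the threshold, and for a count a move within 1.5-fold. The median log2 fold change had to stay within the SD over the other splits of the libraries. For the hairpin arms the limits were the bootstrap SD of rho and the Wilson interval of the share. For other values the limit was the SD between libraries. The 18 results include the share of reads in the 5 most abundant miRNAs (45.2% to 49.2%) and the absence of calls among these 5. They also include the coverage by at least 10 reads, although with 10 reads per 10000000 mapped reads its mean per library fell from 685 ± 28.7 (SD, n = 6) to 604.5 and its mean over both genotypes from 630 to 571.5. The alternatives were fixed before the data were examined, except the one-sided P, the wild-type mean of 100 reads, the arithmetic mean of ratios and camera with an estimated correlation, which were chosen after seeing the data. DESeq2 gives no value for the genomic clusters, and DESeq2 was not run for the paper's rule. Where a value changed below, the cause was not tested.

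The number of miRNAs past the threshold was 0 of 399 and 13 had an unadjusted p under 0.05. It became 1 under DESeq2 (40 unadjusted) and ran from 0 to 18 across the 9 fits that each left out a library or a replicate number, with 18 without replicate 1 (87 unadjusted, 79 of them higher). Under the other scalings, filters and blocks it stayed 0, with 7 to 38 unadjusted. Over the miRNAs in Table 1 the count was 1 under DESeq2 and 0 to 2 across the leave-one-out fits, and adjusted over the list alone it was 17 under DESeq2 and 0 to 7 across the leave-one-out fits. For Table 2 these were 1, 0 to 2, 9 and 0 to 6. For Table 4 they were 1, 0 to 1, 2 and 0 to 5. The highest of each range came without replicate 1, and for Table 4 over the list alone also without Adar2−/− replicate 1. At an unadjusted p under 0.05 the counts of 6, 5 and 3 for Tables 1, 2 and 4 became 17, 9 and 8 under DESeq2. Across the leave-one-out fits these unadjusted counts ran from 1 to 8, 1 to 8 and 1 to 7.

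The median log2 fold change ran from −0.063 to 0.17 across the leave-one-out fits, with 0.17 without replicate 1. The share of hairpins whose arms changed in the same direction ran from 46.1% to 55.9% across the leave-one-out fits, with 55.9% without replicate 1, and from 45.1% to 52.6% under the other alternatives.

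The miRNAs meeting the paper's rule numbered 39 (22 higher, 17 lower). The number was 61 (34 and 27) with TMM factors, 52 (20 and 32) without the 5 most abundant miRNAs in the totals, 58 (35 and 23) with at least 100 reads in 1 or more libraries, 69 (39 and 30) with at least 10 reads in every library, 20 (12 and 8) at 1.5-fold and 17 (9 and 8) with full separation of the genotypes. Across the fits that each left out a replicate it ran from 46 to 176, with 25 to 141 higher and 21 to 82 lower. Without replicate 1 it was 176 (141 and 35) and without replicate 2 it was 131 (49 and 82). With the two-sided test of the notes of Table 1 as well it was 15 (8 and 7), against 25 (15 and 10) with TMM factors, 24 (12 and 12) without the 5 most abundant, 25 (14 and 11) with at least 100 reads in 1 or more libraries, 28 (15 and 13) with at least 10 reads in every library, 10 (7 and 3) at 1.5-fold and 6 to 60 (4 to 52 higher, 2 to 23 lower) without a replicate. A one-sided P gave 28 (18 and 10), and a one-sided P with a wild-type mean of at least 100 reads, the arithmetic mean of ratios and no consistency required gave 55 (37 and 18). The miRNAs with the same direction in all replicates numbered 64, and 98 with TMM factors, 112 with at least 10 reads, 23 with full separation (10% by chance) and 99 to 249 without a replicate, where fewer comparisons have to match.

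Of 7 genomic clusters, 2 passed under camera. The count was 1 with TMM factors, 1 without the 5 most abundant miRNAs, 0 under fry, 0 with an estimated correlation, and 1 to 2 across the leave-one-out fits. The cluster of miR-200a, miR-200b and miR-429 at Ttll10 on chromosome 4 (−0.38, adjusted p = 0.0176) had a mean log2 fold change of −0.28 with TMM factors (adjusted p = 0.0528) and −0.31 without the 5 most abundant (adjusted p = 0.112). It ran from −0.98 to 0.12 across the leave-one-out fits and reversed to 0.12 without Adar2−/− replicate 3 and to 0.05 without replicate 3. It was not called without wild-type replicate 1 (−0.19, adjusted p = 0.166) or wild-type replicate 2 (−0.47, adjusted p = 0.0756). The call held under the other filters and leave-one-out fits, and over all alternatives its adjusted p ran from 0.000104 to 0.943. In the other splits of the 6 libraries into groups of 3, the unadjusted camera p of this cluster ran from 3.65e-06 to 0.212. It was 0.00503 between the genotypes, so a camera p this small also arose from groupings that mix the genotypes.

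Among single miRNAs, miR-127 (0.0033) reversed to −0.053 with TMM factors, −0.067 without the 5 most abundant and −0.10 under DESeq2, and ran from −0.30 to 0.44 across the leave-one-out fits, reversed in 6 of them. miR-497 ran from −0.89 to 0.43, reversed to 0.07 without wild-type replicate 1 and 0.43 without replicate 1. miR-182 ran from −1.60 to 0.10, miR-183 from −1.02 to 0.24 and miR-378 from −0.013 to 0.27. miR-375 ran from −4.71 to −0.21, with −0.21 without wild-type replicate 1. miR-497* (DESeq2), miR-335-5p, miR-98 and miR-195 (each without replicate 1) passed the threshold in that setting alone. Over the single miRNAs and the counts at an unadjusted p under 0.05, 26 values moved, 16 reversed and 4 became stronger.

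The replicate number as a block gave 0 calls and 7 miRNAs with an unadjusted p under 0.05, and with TMM factors 0 and 9. It changed the counts adjusted over the list alone from 1 to 0 for Tables 1, 2 and 4, both with and without TMM factors. For the cluster at Ttll10 it gave −0.82 (adjusted p = 0.00071), and −0.81 with TMM factors (adjusted p = 0.00213). The correlation of wild type and Adar2−/− within replicate numbers, after removal of the genotype means, was −0.0009, −0.0758 and −0.0135. Libraries of the same number thus shared little variation in these counts. Whether the animals or the sequencing runs were paired cannot be told from these values.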

Differences from the paper's values

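For miRNAs higher in Adar2−/− by at least 1.3-fold and in all 3 replicates, the count was 22 against the paper's 37. Of the alternatives set before the data were examined, TMM factors (34), at least 100 reads in 1 or more libraries (35), at least 10 reads in every library (39) and leaving out replicate 2 (49) or replicate 3 (25) fall within 1.5 times of the paper's value. Totals without the 5 most abundant miRNAs (20), the geometric mean of ratios (21), 1.5-fold (12), full separation of the genotypes (9), identical counts counted once (21) and leaving out replicate 1 (141) do not. A one-sided P under 0.1 with a wild-type mean of at least 100 reads, the arithmetic mean of the ratios within replicate numbers and no requirement of a common direction, all chosen after seeing the values, gave 37 higher and 18 lower, where the paper gives 37 and 17.

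For miRNAs of Table 2 that were lower in Adar2−/− by at least 1.3-fold and in all 3 replicates, the count was 2 against the paper's 4. TMM factors, totals without the 5 most abundant miRNAs and leaving out replicate 2 gave 4. At least 100 reads in 1 or more libraries, at least 10 reads in every library, the geometric mean of ratios, full separation, identical counts counted once and leaving out replicate 3 gave 2, and 1.5-fold and leaving out replicate 1 gave 1.

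Some further settings, chosen after seeing the values, reach the paper's numbers. A mean of at least 100 reads over the wild-type libraries holds for 455 miRNAs, the paper's number, against 399 with at least 100 reads in every library. Of these 455, 67 had a one-sided P under 0.1, the paper's number of miRNAs with a consistent change, where 91 would be below it by chance. Of these 67, 40 changed in the same direction in all 3 replicates and 27 did not. For each of the 29 miRNAs in Tables 1 and 2 the arithmetic mean of the 3 ratios lay within 0.01 of the paper's fold change, and for 23 of them the one-sided P equalled the paper's.

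The paper states a change in all replicates for the miRNAs in Table 1, whereas 6 of the 20 (miR-99b, miR-126-5p, miR-376a*, miR-335-5p, miR-15b and miR-98) did not keep 1 direction. The same holds for miR-376a*, miR-151-3p, miR-98 and miR-335-5p in Table 2. DESeq2 called miR-497*, and edgeR called miR-335-5p and miR-98 without replicate 1, of the miRNAs the paper lists as changed and edgeR did not call with all libraries.

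The paper gives the same 5 most abundant miRNAs for every replicate, whereas they were the same in 3 of the 6 libraries. The paper names miR-497 as lower without editing, whereas its ratio of Adar2−/− to wild type was 0.214, 1.28 and 1.41 in replicates 1 to 3. The legend of Figure 4 places the edited base of miR-497* at position 74 of pri-miR-497, and it is position 73 of the annotated hairpin. The legend does not say from where its positions are counted, so the numbers need not refer to the same 5′ end.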

Other observations

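The tests of the splits by unadjusted p, of the cluster on chromosome 2 by camera, of the median, of the lanes, of both hairpin arms between genotypes, of miR-497 and of the miRNAs low in 1 library were chosen only after the result was seen. The totals without the 5 most abundant miRNAs were among the settings chosen at the start for the cluster, and only their use as a test of an explanation was chosen after its value was seen.

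The 6 libraries can be split into 2 groups of 3 in 10 ways, so that no share under 0.1 can be reached. As many as 13 miRNAs with an unadjusted p under 0.05 appeared in 7 of the 10 splits, the real one included, with 2 to 81 in the others, and 1 of the other splits had 1 miRNA past the adjusted threshold. Full separation of the groups with a change of at least 1.3-fold occurred for as many as 17 miRNAs in 7 of the 10 splits (2 to 106 in the others, median 25). A one-sided P under 0.1 occurred for as many as 67 miRNAs in 8 of the 10 splits (23 to 174 in the others, median 85). When the labels were exchanged within replicate numbers, 3 of the 4 assignments gave as many as 39 miRNAs meeting the paper's rule (39, 14, 85 and 150). The median log2 fold change was as far from 0 in 10 of the 10 splits, from −0.23 to 0.22 in the others. At this number of brains, a difference between the genotypes in how many miRNAs change cannot be told apart from the differences among the brains.

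In 65 of the 399 miRNAs, Adar2−/− was lower than wild type in replicate 1 and over 1.5-fold higher in replicates 2 and 3. The same pattern with replicate 2 or replicate 3 as the odd one occurred for 5 and 1 miRNAs. The reverse, higher in the odd replicate and lower in the others, occurred for 2, 14 and 1 miRNAs with replicates 1 to 3 as the odd one. All 18 miRNAs called without replicate 1 had the first pattern, with Adar2−/− lower in replicate 1. The split with the highest counts, wild-type replicate 1 with Adar2−/− replicates 2 and 3 against the rest, sets apart the same libraries as this pattern and is not separate evidence for it. Under TMM factors 41 miRNAs still had the pattern, and 46 without the 5 most abundant miRNAs in the totals, which argues against scaling to total reads as the whole cause. Drawing the same number of reads from every library gave 65 again, which leaves the lower depth of replicate 1 open, since it hardly changes ratios of miRNAs with a median of 1911 wild-type reads. Hairpin GC explains little of it, with a Spearman's rho across 342 miRNAs of −0.073. The GC of the mature miRNAs, which are the molecules sequenced, was not tested and stays open. Between the arms of 102 hairpins the rho of this shift was −0.24 (95% interval −0.43 to −0.03, permutation p = 0.0173). A change in transcription or in the mixture of cells that moves whole precursors would raise both arms together. Over these 102 hairpins the values argue against it as the main cause. They do not test the 65 miRNAs of the pattern as a set, and opposite shifts of the arms could hide such a change. The lanes stay open. The paper used a separate lane for each library, so the count of lanes with both genotypes (0 in replicates 2 and 3) is fixed by the design and cannot decide. RNA handling or library preparation of single brains was not tested, and biological differences between the brains other than these stay open as untested.

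A cluster of 73 miRNA genes on chromosome 2, from 10388571 to 10439906 within Sfmbt2, holds 13 tested miRNAs, 12 of them higher in Adar2−/−, with a mean log2 fold change of 0.58 (camera, adjusted p = 1.32e-06 over 7 clusters). The paper does not report the cluster, though Tables 1 and 2 name several of its members. With the correlation estimated from the data (0.565) the adjusted p was 0.778, and under fry it was 0.753, so the call does not hold there. As small a camera p occurred in 1 of the 10 splits, the real one, while as large a mean change in size occurred in 2 of them, and 5 of the 10 had a camera p under 0.05. Reads moved among the 11 distinct tested members would leave their sum unchanged. Their summed reads had a log2 change of 0.73 (larger group SD 0.40), with ratios of 1.70, 1.76 and 1.52 in replicates 1 to 3 (two-sided exact permutation p = 0.1). Reads moved to or from untested members of the cluster would change this sum, so that stays open. Of the 11, 7 were higher in all 3 replicates, against 9.02% of all miRNAs tested. Without the 5 most abundant miRNAs in the totals the mean was 0.49, which argues against a few miRNAs taking most of the reads. The median of the members lay at percentile 99.9 of 10000 lists matched on hairpin GC, not on the GC of the mature miRNAs. The lists treat miRNAs as independent, which these members are not, so the percentile is no p-value. The lanes stay open here too, since the count of lanes with both genotypes (0 in replicates 2 and 3) is fixed by the design. A higher level of the whole cluster in Adar2−/− brains may be a candidate for a test in further animals.

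miR-182, miR-183, miR-96, miR-200a, miR-200b, miR-200c, miR-141 and miR-429 were all low in Adar2−/− replicate 3, with 8 of the 8 lowest in that library, at 0.117 to 0.308 of the median of the other 5. Under TMM factors the highest of these ratios was 0.309, which argues against scaling as the cause. The miRNAs were chosen for the pattern. Less of a tissue rich in them in that brain sample may be a candidate explanation, but the 8 of 8 miRNAs do not test it, since no list of marker genes can be read from miRNA counts. No biological explanation was tested. The change of the miR-200 cluster between genotypes rests on this library.

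For miR-497* a loss of edited reads in mapping would lower wild type, where the site is edited, whereas miR-497* was higher there (log2 fold change −1.45 in Adar2−/−). The paper reports miR-497 as edited in wild type too, so a loss of its edited reads would lower miR-497 there. Such a loss could hide a fall of miR-497 in Adar2−/− and widen the difference between the arms, and it was not tested. The difference of −1.02 between genotypes in the log2 ratio of miR-497* to miR-497 is larger than the SD of either group, but with 3 brains each (exact p = 0.1) a change of the whole precursor that reaches both arms alike cannot be told apart from an unequal one. Over 102 hairpins the rho between the arms of 0.030 was as large in 1 of the 10 splits, the real one, with −0.27 to 0.0034 in the others. Changes of whole precursors would give a positive rho, and noise in the counts of each brain would lower it, so the value leaves both open.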
